# Identification of TSG101 Functional Domains and p21 Loci Required for TSG101-Mediated p21 Gene Regulation

**DOI:** 10.1371/journal.pone.0079674

**Published:** 2013-11-11

**Authors:** Yu-Shiuan Lin, Yin-Ju Chen, Stanley N. Cohen, Tzu-Hao Cheng

## Abstract

TSG101 (tumor susceptibility gene 101) is a multi-domain protein known to act in the cell nucleus, cytoplasm, and periplasmic membrane. Remarkably, TSG101, whose location within cells varies with the stage of the cell cycle, affects biological events as diverse as cell growth and proliferation, gene expression, cytokinesis, and endosomal trafficking. The functions of TSG101 additionally are recruited for viral and microvesicle budding and for intracellular survival of invading bacteria. Here we report that the TSG101 protein also interacts with and down-regulates the promoter of the p21*^CIP1/WAF1^*tumor suppressor gene, and identify a p21 locus and TSG101 domains that mediate this interaction. TSG101 deficiency in Saos-2 human osteosarcoma cells was accompanied by an increased abundance of p21 mRNA and protein and the retardation of cell proliferation. A *cis*-acting element in the p21 promoter that interacts with TSG101 and is required for promoter repression was located using chromatin immunoprecipitation (ChIP) analysis and p21-driven luciferase reporter gene expression, respectively. Additional analysis of TSG101 deletion mutants lacking specific domains established the role of the central TSG101 domains in binding to the p21 promoter and demonstrated the additional essentiality of the TSG101 C-terminal steadiness box (SB) in the repression of p21 promoter activity. Neither binding of TSG101 to the p21 promoter nor repression of this promoter required the TSG101 N-terminal UEV domain, which mediates the ubiquitin-recognition functions of TSG101 and its actions as a member of ESCRT endocytic trafficking complexes, indicating that regulation of the p21 promoter by TSG101 is independent of its role in such trafficking.

## Introduction

*TSG101* (Tumor susceptibility gene 101) was identified initially in mouse cells in a genetic screen for loci that modulate neoplastic transformation of NIH3T3 fibroblasts and tumor formation in nude mice [1]. Down-regulation of *TSG101* expression and adventitious overexpression of the gene were both found to produce a neoplastic phenotype [1], and subsequent studies have provided further evidence that regulation of cell proliferation by TSG101 is bidirectional and multifaceted [2]–[4].

More than 15 years of study has revealed that TSG101 affects multiple cellular functions beyond growth and proliferation; these include gene expression, cytokinesis, and endosomal trafficking [5]–[9]. In mice, null mutation of *TSG101* is lethal during early stages of embryogenesis [2], [5]. The protein is present in both the cell nucleus and cytoplasm, and its distribution within cells varies according to stage of the cell cycle [4]. The functions of TSG101 additionally are recruited for viral and microvesicle budding and for intracellular survival of invading bacteria [10], [11].

The 46 KDa TSG101 protein contains a domain that is characteristic of ubiquitin conjugases but lacks a site necessary for it to function as an agent of ubiquitination; additional distinct domains in the protein are the proline-rich (PR), coiled-coil, and steadiness box (SB) regions [12]. The functions of the individual domains of the TSG101 protein, and especially those of the ubiquitin E2 variant (UEV) domain, have been studied extensively. As a component of the ESCRT-1 complex, TSG101 regulates endosomal trafficking of ubiquitinated proteins by interacting with PTAP or PSAP motifs of these proteins through its UEV domain [8], [13]. Human immunodeficiency virus and other retroviruses that encode proteins containing PTAP or PSAP motifs can hijack TSG101-dependent ESCRT-1 endosomal protein-sorting complexes to deliver virions to the plasma membrane [14], [15].

TSG101 also functions as a transcriptional regulator to suppress hormone-receptor-mediated transactivation of targeted genes, which requires interaction of nuclear hormone receptors with the centrally-located PR and coiled-coil domains of TSG101 [16], [17]. Protein-protein interactions involving these TSG101 domains may facilitate localization of TSG101 to the specific gene loci that it controls [16]. TSG101-containing protein complexes also have been implicated in transcriptional repression of chromatin loci affected by DNA methylation or histone acetylation [18].

An elevated cellular abundance of TSG101 protein normally is prevented post-translationally, at least in part through autoregulation by the C-terminal SB domain [19]. Adventitious production of TSG101 triggers polyubiquitylation of the SB by TAL (TSG101-associated ligase), which promotes TSG101 degradation [20]. However, increased abundance of TSG101 protein has been observed in cancer cells [6], [21], and the additional ability of antisense RNA or siRNA directed against *TSG101* to alter cellular functions [8] implies that autoregulation of TSG101 protein stability by the SB does not prevent the effects of perturbations that affect negatively *TSG101* expression at the pre-translational level.

At least some of the effects of TSG101 on cell proliferation have been attributed its actions on the cyclin-dependent kinase inhibitor p21 *^CIP1/WAF1^*, which negatively regulates cell cycling [22], [23]. TSG101 deficiency can increase expression of p21 mRNA and protein [2], [6], [24]. However, the mechanism underlying such increase has been unclear, as the TSG101 protein lacks a sequence having features characteristic of a canonical DNA binding motif. Here we report that domains located near the center of the TSG101 protein enable TSG101 to interact with to a 200 bp region of the p21 promoter, that such binding represses p21 promoter activity, and that repression of p21 promoter activity is independent of the UEV domain that is central to TSG101 function in endocytic trafficking.

## Materials and Methods

### Plasmid construction

A DNA fragment spanning the human p21 promoter from -3227 to the transcription start site +1 was PCR-amplified and cloned into pGL2 (Promega) to create the (-3227/+1) p21-Luc reporter. (-2325/+1) p21-Luc was similarly generated and described previously [25]. 5′ serial deletion constructs, including (-2125/+1) p21-Luc, (-1928/+1) p21-Luc, (-1727/+1) p21-Luc, (-1518/+1) p21-Luc, (-1326/+1) p21-Luc and (-1125/+1) p21-Luc, were derived from (-2325/+1) p21-Luc. (-2325/+1Δd) p21-Luc lacking identified TSG101 binding site was created by deletion of sequences between -1864 and -1568 of (-2325/+1) p21-Luc. pcDNA-SRα/HA vector was kindly provided by Dr. Y.-H. W. Lee. pcDNA-SRα/HA-TSG101 was constructed by subcloning a *TSG101* open reading frame from pLLEXP-Tsg*-Flag [8] that contains silent mutations and therefore is resistant to TSG101-specific shRNA. Constructs expressing Myc-tagged full-length TSG101 and truncated forms have been described [12].

### Cell culture and transfection

Saos-2 and U2OS cells were obtained from the American Type Culture Collection. HCT116 and the isogenic cell line HCT116 p21^-/-^ [26], [27] were kindly provided by Dr. Jim Ford. Cells were grown in Dulbecco's modified Eagle's medium (Saos-2, TSG101 knockdown cell lines, and U2OS) or McCoy's 5A (HCT116 and HCT116 p21^-/-^) supplemented with 10% fetal bovine serum. Transfections were carried out using Lipofectamine 2000 (Invitrogen) as per the manufacturer.

Stable TSG101 knockdown cell lines were established in Saos-2 cells constitutively expressing TSG101 shRNA. A construct with shRNA targeting the 413-433 coding sequence of the gene and a pGFP-IRES-Puro plasmid were introduced into Saos-2 cells by co-transformation and colonies exhibiting both puromycin resistance and GFP green fluorescence were isolated, cloned, and assayed for TSG101 expression. Two clones showed decreased TSG101 abundance to ∼50% of the level observed in parental cells.

### Western blot analysis and Antibodies

Western blot analysis was performed as described [28], except that RIPA buffer contained 1% SDS for cell lysis. Antibodies against TSG101 (C-2, Santa Cruz), p21 (CP74, Sigma), β-tubulin (D-10, Santa Cruz), β-actin (AC-15, Abcam), Nucleophosmin/B23 (FC-61991, Zymed Laboratories), PARP (MA3-950, Thermo Scientific), and activated Caspase-3 (AB3623, Chemicon) were purchased, as was monoclonal anti-Myc antibody (LTK Biolaboratories), which was used for chromatin immunoprecipitation.

### Real-time quantitative RT-PCR

As described [28], an equivalent amount of total RNA from each sample was converted into cDNA and PCR-amplified to determine relative transcript levels. Quantitative real-time PCR was performed using a StepOnePlus Real Time PCR system (Applied Biosystem) and analyzed using the Quantitative-Comparative C_T_ (ΔΔC_T_) program. PCR primer set (p21 qPCR-5′ and p21 qPCR-3′) was used for p21, and (β-actin qPCR-5′ and β-actin qPCR-3′) was used for β-actin, which served as an internal control. Oligonucleotide sequences are listed in Table S1.

### Reporter assay for p21 promoter activity

Saos-2-2 cells were co-transfected with p21 reporter constructs and empty pcDNA-SRα/HA vector or the TSG101 expression construct pcDNA-SRα/HA-TSG101. A plasmid expressing β-galactosidase (β-gal) was included as an internal control. 24 hr post transfection, cells were lysed using the freeze-thawing method in 100 µl of lysis buffer (0.25 M Tris-HCl [pH7.8], 100 mM potassium phosphate buffer [pH7.8], 3 mM MgCl_2_, 1 mM DTT, 0.1% NP-40 and protease inhibitor cocktail). Cell extracts (60 µl) were then mixed with 250 µl luciferase assay buffer (43.2 mM glycylglycine [pH 7.8], 22 mM MgSO_4_, 2.4 mM EDTA, 7.4 mM ATP, 1 mM DTT, and 0.4 mg of bovine serum albumin), and 100 µl of 0.5 mM luciferin (Promega). Luciferase activity was measured using an AutoLumat LB953 luminometer (Berthold) and normalized to β-galactosidase activity. Statistical analysis of data was performed by two-tailed unpaired Student's *t* test. A *P* value of <0.05 was considered significant.

In order to examine the role of chromatin modification, Saos-2-2 cells were co-transfected with a reporter construct (-1727/+1) p21-Luc and empty vector or a TSG101 expression construct, and then treated with 0.5 µM TSA or 100 µM RG108. TSA and RG108 stock solutions were dissolved in ethanol.

### Chromatin immunoprecipitation (ChIP)

ChIP assays were performed as described [29], [30]. Briefly, cells were fixed with 1% formaldehyde, washed with ice-cold PBS, and resuspended in cell lysis buffer (5 mM PIPES, 85 mM KCl, and 0.5% NP-40 plus a protease inhibitor cocktail). After centrifugation, the nuclear pellet was collected and resuspended in nuclear lysis buffer (50 mM Tris-HCl [pH8.0], 10 mM EDTA, and 0.2% SDS plus a protease inhibitor cocktail), followed by sonication using a microtip ultrasonicator. Nuclear lysates were then mixed with an equal volume of IP buffer (16.7 mM Tris-HCl [pH8.0], 167 mM NaCl, 0.01% SDS, 1.1% Triton X-100 and 1.2 mM EDTA), pre-cleared with protein A-Sepharose beads, and incubated with monoclonal antibody specific for TSG101 or the Myc-epitope at 4°C overnight. Immunocomplexes were recovered by adding protein A-Sepharose beads and incubating samples at 4°C for 2 hr. Beads were washed twice with the following buffers: 1^st^, IP buffer; 2^nd^, IP buffer containing 500 mM NaCl; 3^rd^, 10 mM Tris-HCl, 0.25 M LiCl, 0.5% NP-40, 1 mM EDTA and 0.5% sodium deoxycholate; and 4^th^, 1x TE buffer. Precipitated DNA fragments were eluted from beads after RNase treatment, followed by proteinase K digestion in the presence of SDS (0.25%) and de-crosslinking by incubation at 65°C. Following phenol/chloroform extraction, DNA was resuspended in 50 µl TE buffer. 5 µl of the DNA solution was PCR-amplified using p21 promoter-specific primer sets (Table S1).

### Subcellular fractionation

Subcellular fractionation was performed as described [31] with minor modification. Cells were suspended in buffer A (10 mM HEPES [pH7.9], 10 mM KCl, 1.5 mM MgCl_2_, 1.5 mM DTT, and 5% glycerol) at a ratio of 100 mg cells per 800 µl buffer. The sample was incubated on ice for 5 min to lyse cells after addition of Triton X-100 (C_f_ = 0.1%). Following centrifugation, the nuclear pellet was collected and the supernatant saved as the cytoplasmic fraction. The nuclear pellet was further rinsed in ice-cold PBS, re-suspended in RIPA buffer supplemented with 1 mM Na_3_VO_4_, 1 mM DTT, 1 mM PMSF and a protease inhibitor cocktail (Sigma), and sonicated. After centrifugation (14,000 *g* for 20 min), the supernatant was saved as the nuclear fraction.

### siRNA knockdown

HCT116 and HCT116 p21^-/-^ cells were transfected with siRNA using LipofectAMINE 2000. To inhibit TSG101expression, 60 nM of TSG101-specific siRNA (5′-CCUCCAGUCUUCUCUCGUCTT-3′ and 5′-GACGAGAGAAGACUGGAGGTT-3′) synthesized by DHARMACON was used. Transfection of an equivalent amount of annealed double-stranded oligonucleotides (5′-UUCUCCGAACGUGUCACGUTT-3′ and 5′-ACGUGACACGUUCGGAGAATT-3′), which do not target any gene, served as a negative control.

### Measurement of cell proliferation

Following transfection with TSG101-specific or control siRNA, HCT116 or HCT116 p21^-/-^cells were seeded at a density of 5×10^4^ in triplicate in 6-well plates. Cells were collected, stained with trypan blue, and counted by a hemocytometer every 24 hr for 3 days. Saos-2 cells and the TSG101-knockdown line Saos-2-2 were transfected with either pcDNA-SRα/HA vector or pcDNA-SRα/HA-TSG101. 36 hours later, cells were seeded at a density of 8×10^4^. Cell counting was performed as described above for 4 days. Statistical significance of the results was analyzed by Student's *t* test.

## Results

### p21 gene transcription is up-regulated in TSG101 deficient cells

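The gene targeted by the shRNA, TSG101, gave a log2 ratio of -0.36 in the stable knockdown line Saos-2-2 over its parent Saos-2, a human osteosarcoma cell line (clone IMAGE:878744, standard error 0.12, n = 2 arrays). The ratio was below 0 on both arrays, at -0.48 and -0.24, and the adjusted p was 0.201 from limma (0.0417 before adjustment). TSG101 belongs to the ESCRT machinery, which sorts ubiquitinated membrane proteins at the endosome. Of 25 measured genes of ESCRT and endosomal sorting, none passed an adjusted p of 0.05 in limma, over all probes or adjusted over the list alone, 1 was higher and 2 were lower at an unadjusted p under 0.05, and the median log2 ratio was 0.03 (camera, adjusted p = 0.720). STAM, which acts upstream of TSG101 in sorting, had the lowest log2 ratio of these, -0.58, and VPS37C, a partner of TSG101 in ESCRT-I, the highest, 0.42 (0.16 and 0.67 on the arrays).

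RNA of both lines was compared on 2 cDNA arrays, 1 for each of 2 biological replicates. By the paper's methods the knockdown line was cloned after selection for puromycin resistance and GFP fluorescence, and both arrays compared it with its parent. No line with a control shRNA or vector was on the arrays. Effects of cloning, of selection or of the shRNA on other genes therefore cannot be separated from those of lower TSG101. The paper's re-expression of TSG101 in Saos-2-2 was read by reporter, Western blot and cell counts, not on these arrays. Each array carried 41568 spots, mostly inserts of IMAGE cDNA clones, and 226 of them were controls. Saos-2-2 was labelled with Cy5 and Saos-2 with Cy3 on both arrays, and the dyes were not exchanged, so that a dye effect of a gene cannot be separated from a difference between the lines. The shRNA targets positions 413 to 433 of the TSG101 coding sequence. The deposited values are scanner intensities of each channel with the local background, on a linear scale and without normalization, together with log2 ratios scaled by a single factor per array. Spots that the scanner software marked as unusable, 3749 on replicate 1 and 4381 on replicate 2, were left out. Background was corrected by the normexp method with an offset of 50, ratios were normalized by global loess within each array, and spots of the same clone were averaged. The 34674 probes with at least 1 channel at 1.5 times its local background or more on both arrays were tested with limma against a log2 ratio of 0, and p-values were adjusted by the method of Benjamini and Hochberg. Of these probes, 22553 were assigned to 13472 genes. The median signal over background was 3.83 for Saos-2 and 3.76 for Saos-2-2 on replicate 1, and 3.74 and 4.00 on replicate 2. Across probes, which are not independent replicates, the ratios of the 2 arrays had a Pearson's r of 0.489 and a Spearman's rho of 0.535. The number of arrays limits the precision of every value. The test of each probe, the gene lists and the processing alternatives were chosen before the data were examined, except where stated.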

To investigate cellular events associated with TSG101 deficiency, we established a stable line of Saos-2 cells (here designated as Saos-2-2) in which shRNA directed against *TSG101* mRNA reduced the abundance of TSG101 protein by approximately 50% as determined by Western blotting (data not shown). 

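CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, was 4.00-fold higher in Saos-2-2 than in Saos-2 by its brighter clone, IMAGE:2549557 (log2 ratio 2.00, standard error 0.27, n = 2 arrays). It was higher on both arrays, at log2 ratios of 1.51 and 2.48. Its other clone, IMAGE:268652, gave 1.97 (standard error 0.31), with 1.41 and 2.53 on the arrays. The adjusted p from limma was 0.106 for the brighter clone and 0.111 for the other (0.00228 and 0.00374 before adjustment over all probes), so that neither passed 0.05.

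Of 23 measured p53 target genes, CDKN1A included, none passed the test over all probes or adjusted over the list alone (limma), 3 were higher and 4 lower at an unadjusted p under 0.05, and the median log2 ratio was -0.08 (camera, adjusted p = 0.790). By the paper Saos-2 makes no p53 protein, so the list cannot test signalling through p53 in these cells. CDKN1A, which the study picked on these arrays, had the highest log2 ratio of the list. FAS, a death receptor, had a log2 ratio of -0.80 (-0.52 and -1.08 on the arrays) and ZMAT3 one of -0.69, whereas BTG2, an antiproliferative gene, had 0.44. MDM2, a ubiquitin ligase, was at -0.13 by its brightest clone, with 0.13 and -0.38 on the arrays and an adjusted p of 0.677 (limma).

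The call for CDKN1A depended on the values used. The adjusted p from limma was 0.0345 with the deposited normalized log2 ratios, 0.0444 with the scanner software's normalized ratios and 0.0166 with net ratios without normalization, a setting chosen after the data were seen, and it lay between 0.0166 and 0.163 over all settings. These 3 change several steps together. With the background correction or the normalization changed alone it stayed above 0.05 (0.0570 with plain background subtraction and 0.0815 with median centring).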

During microarray analysis of the effects of such reduction on global gene expression (Table S2), we observed that p21 mRNA abundance was several fold higher in Saos-2-2 than in the isogenic parental cell line. Real time RT-PCR analysis (Fig. 1A) showed a similar increase, and the ability of shRNA-induced TSG101 deficiency to elevate production of a luciferase reporter gene driven by the p21 promoter in Saos-2-2 cells established that transcription initiated at the p21 promoter activity is up-regulated in cells made deficient in TSG101 (Fig. 1B and Fig. S1). Luciferase elevation was partially reversed when pcDNA-SRα/HA-TSG101, which expresses a *TSG101* open reading frame containing translationally-silent nucleotide substitutions that make the adventitiously expressed ORF insensitive to inhibition by the shRNA sequence used to inhibit endogenous TSG101 expression [8] was introduced in the shRNA treated cells (Fig. 1B), confirming that the effects of the shRNA had resulted specifically from perturbation of TSG101 expression.

**Figure 1:**
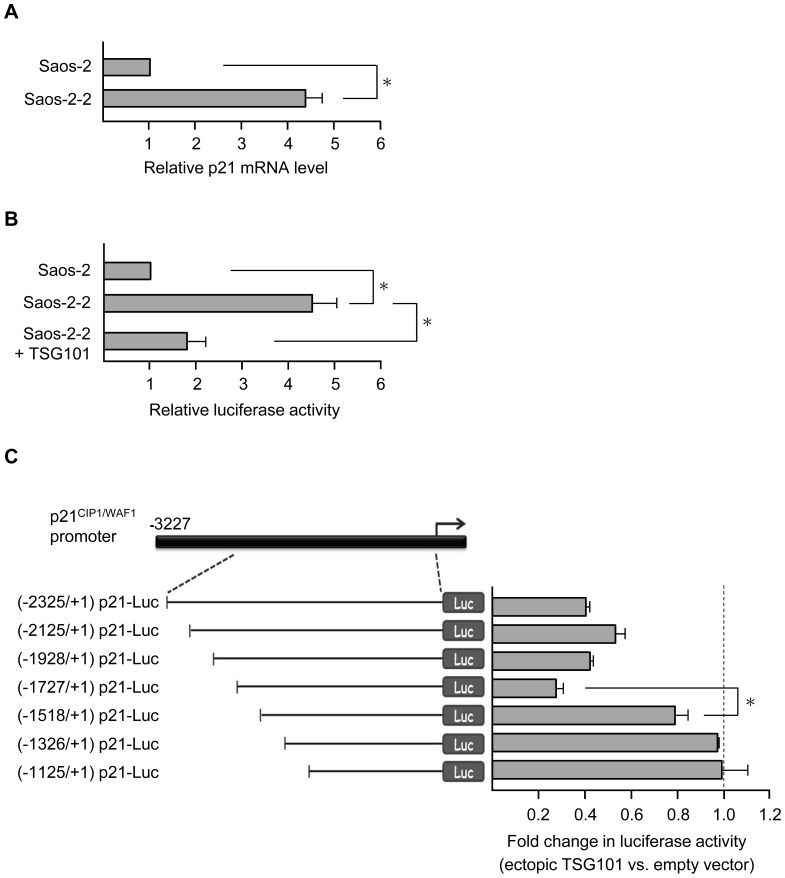
Stable TSG101 knockdown cell lines show increased p21*^CIP1/WAF1^* expression. (A) p21 mRNA levels in Saos-2 and Saos-2-2 cells were assessed by real-time quantitative RT-PCR. Transcripts were normalized to β-actin, and the p21 mRNA level in Saos-2 cells was set to 1. Saos-2-2 stable line shows 4.3±0.5 in relative p21 mRNA level. (B) p21 promoter activity was examined by luciferase reporter assay. Cells as indicated were transfected with the (-3227/+1) p21-Luc construct, in which the firefly luciferase gene is driven by the p21 promoter. Luciferase activities were measured and normalized to β-gal, and the activity in parental Saos-2 cells was set as 1. Relative luciferase activities of Saos-2-2 (4.5±0.55) or of Saos-2-2 cells expressing ectopic TSG101 (1.8±0.4) are shown. (C) Left, schematic diagram of reporter constructs with a series of p21 promoter deletions. The transcription start site is indicated by the rightward arrow in the top panel and numbered +1. Right, effect of TSG101 on promoter activity of p21 deletion constructs. Saos-2-2 cells were transfected with individual reporter plasmid together with an empty vector or a TSG101 expression construct pcDNA-SRα/HA-TSG101. The ratio of luciferase activity in cells with or without ectopic TSG101 expression is shown. Data presented are means ± s.d. of three independent experiments (*P<0.05, Student's *t* test).

To identify the p21 promoter region required for TSG101-mediated regulation, a series of deletions in the p21 promoter was constructed, and luciferase expression from these constructs was measured in Saos-2-2 cells that overexpressed TSG101 from pcDNA-SRα/HA-TSG101. As shown in figure 1C, TSG101 overexpression inhibited promoter activity of (-2325/+1) p21-Luc, (-2125/+1) p21-Luc, (-1928/+1) p21-Luc, and (-1727/+1) p21-Luc but only minimally affected production of luciferase from (-1518/+1) p21-Luc. We conclude that a sequence responsive to TSG101-mediated regulation is located in the region between -1727 and -1518 upstream of the p21 transcription start site.

Fibroblasts isolated from *TSG101* ^-/-^ mouse embryos and tumor cells treated with siRNA directed against *TSG101* have been reported to show reduction of the rate of cell growth [6], [32]. Similarly, we observed a correlation between TSG101 protein levels and cell proliferation in Saos-2 cell derivatives (Fig. 2A). The cell growth retardation effects associated with TSG101 knockdown were shown to be specifically dependent on the presence of p21 in experiments that employed HCT116 cells and an isogenic cell line in which the p21 gene had been deleted (HCT116 p21^-/-^ cells). A population of HCT116 cells transiently transfected with siRNA directed against *TSG101* showed a reduced rate of cell growth relative to control HCT116 cells, concurrent with an increase in p21 expression as assayed by Western blot analysis. In contrast, HCT116 p21^-/-^ cells lacking the p21 gene showed no effects of TSG101 knockdown on cell proliferation (Fig. 2B). Consistent with these findings, TSG101 up-regulation has been reported to be associated with faster cell proliferation and poor prognosis in ovarian malignancy, and an inverse correlation between TSG101 and p21 protein levels has been observed in such tumors [6].

**Figure 2:**
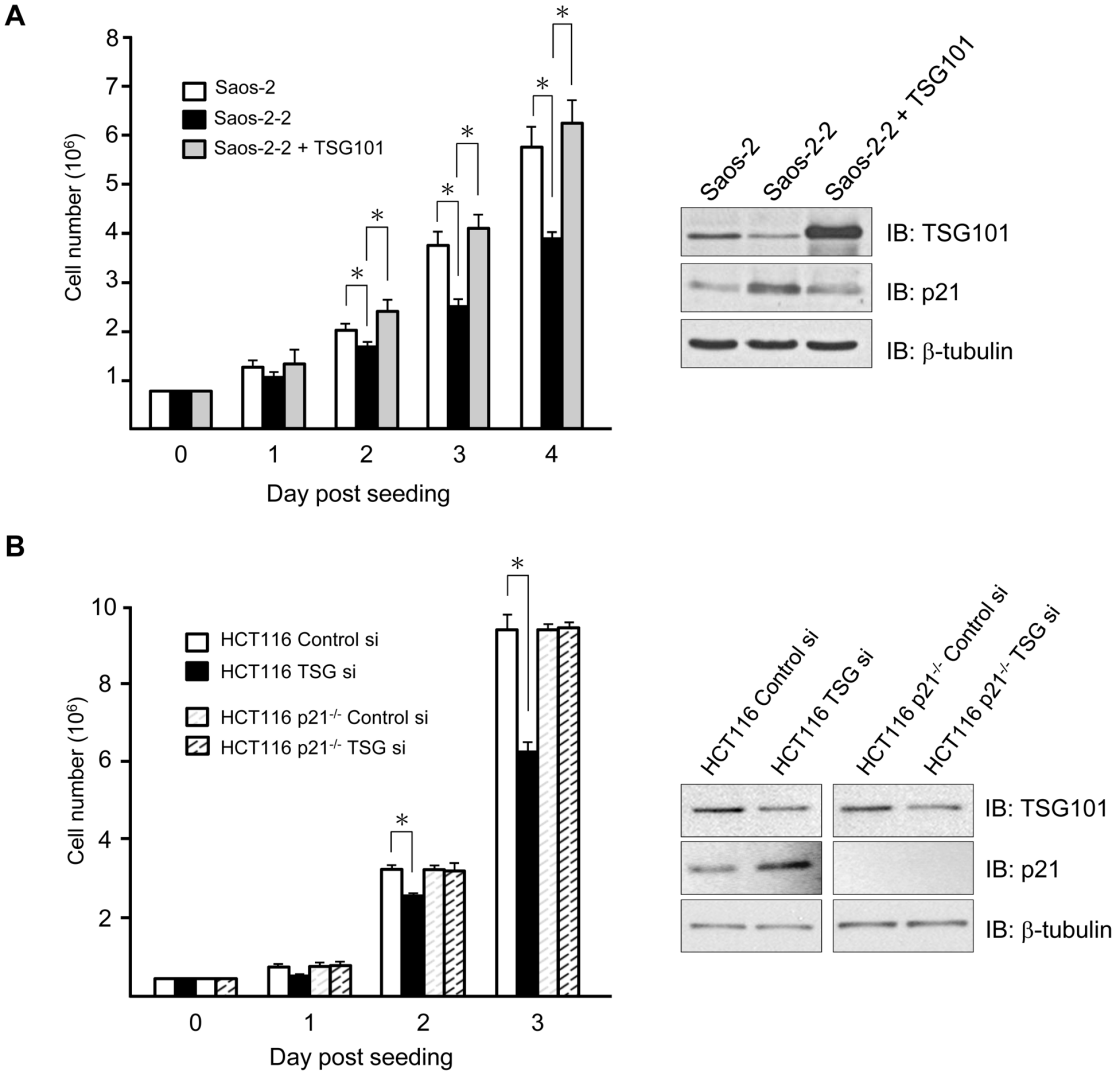
TSG101 deficiency causes cell growth defect via p21. (A) Left, proliferation of Saos-2, Saos-2-2, and Saos-2-2 cells expressing ectopic TSG101 was measured by counting viable cells for 4 consecutive days. Right, TSG101 and p21 protein levels were assessed by Western blot analysis in indicated cells. β-tubulin serves as a loading control. (B) HCT116 and isogenic HCT116 p21^-/-^ cells were subjected to TSG101-specific siRNA (TSG101 si) knockdown and changes in TSG101 and p21 protein levels relative to samples treated with control siRNA (Control Si) were analyzed by Western blot (Right). Cell growth was monitored for 3 days (Left). Results were the average of three independent experiments done in triplicate (*P<0.05, Student's *t* test).

### Identification of a TSG101 binding locus in the p21 promoter

Chromatin immunoprecipitation (ChIP) assays showed that sequences of the p21 promoter region interact directly with the TSG101 protein and identified the TSG101-binding sequence in Saos-2 as the region amplified by primer set “d” (Fig 3A). TSG101 binding to this locus was also observed in HCT116 cells (data not shown). The TSG101-binding region identified by ChIP notably overlapped with the promoter region shown by deletion analysis (i.e., -1727 to -1518) (Fig. 1C) to be required for regulation of p21 promoter activity by ectopic overexpression of TSG101. Consistent with the conclusion that this region contains a sequence that interacts—either directly or indirectly—with TSG101 in cells and is regulated by such interaction, repression of p21 promoter-driven luciferase by ectopically-expressed TSG101 was abolished by deletion of the segment containing the p21 sequence identified as a TSG101 binding locus (Fig. 3B).

**Figure 3:**
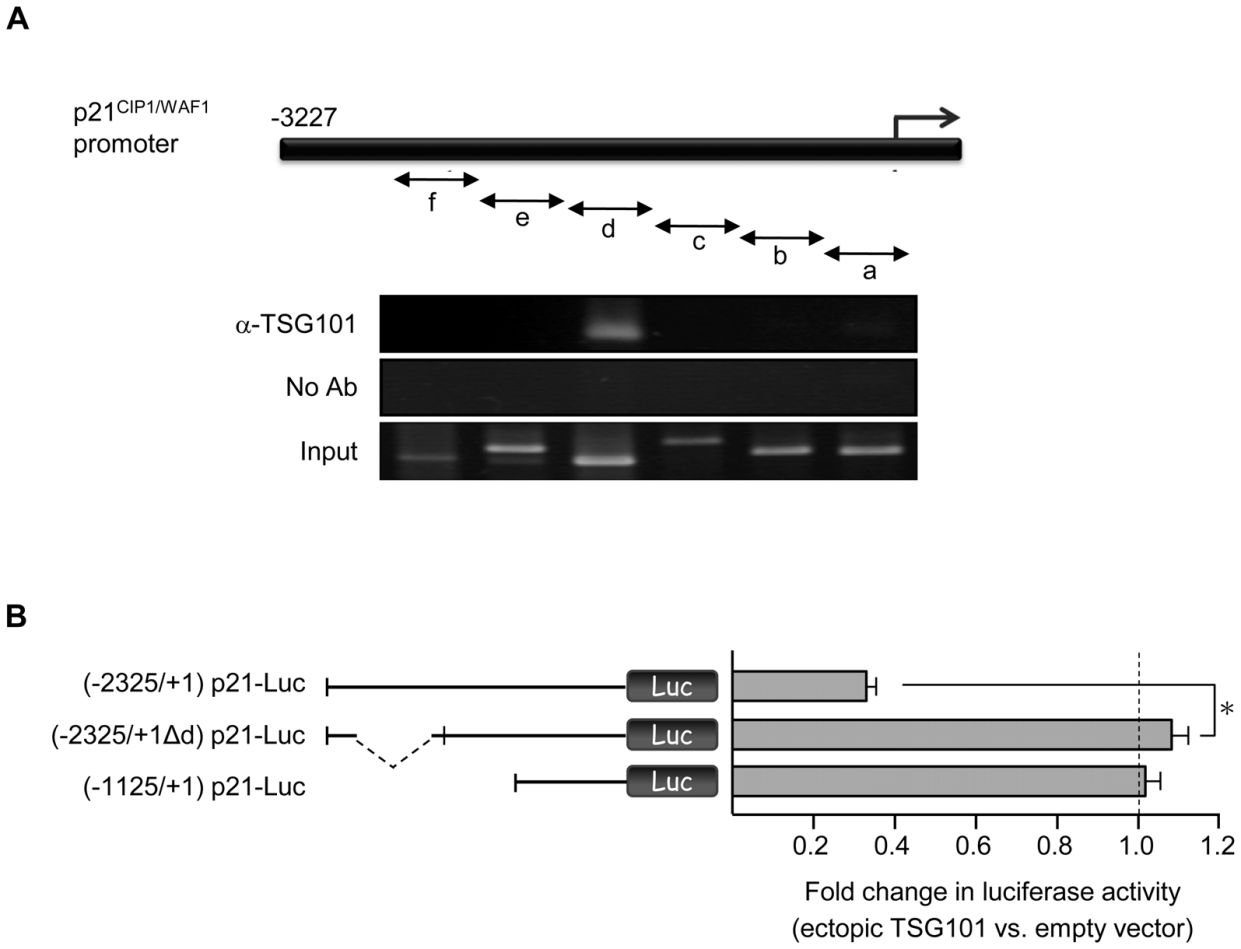
TSG101 binds to and negatively regulates the p21 promoter. (A) TSG101 occupancy of the p21 promoter was determined by chromatin immunoprecipitation in Saos-2 cells. Precipitated DNA fragments were examined using primer sets a, b, c, d, e, and f. Regions amplified by each primer set are indicated in the upper panel. Primer set “d” detects a region containing 1567∼2026 bp upstream of the transcription start site. (B) The repressive effect of TSG101 was examined using construct (-2325/+1Δd) p21-Luc, in which the TSG101 binding site is deleted, as shown in (A). The (-2325/+1) p21-Luc and (-1125/+1) p21-Luc constructs served as positive and negative controls, respectively. Values presented are means ± s.d. for three separate experiments (*P<0.05, Student's *t* test).

The possibility that TSG101 repression of the p21 promoter is affected by DNA methylation or histone acetylation, both of which can modulate the functions of a TSG101-co-repressor DMAP1 in a cell cycle dependent manner was tested by evaluating TSG101 mediated repression of the p21 promoter in the presence of the DNA methyltransferase inhibitor RG108 [33], [34] or the histone deacetylase inhibitor Trichostatin A (TSA) [35]. We found that p21 promoter activity was increased by TSA treatment as reported by others [36], and that this enhancement was suppressed by TSG101 expression. However, neither of the inhibitors affected the actions of TSG101 on the p21 promoter (Fig. S2).

### TSG101 domains are differentially required in the action of p21 promoter binding and repression

Variant *TSG01* transcripts lacking segments present in full-length *TSG101* mRNA have been reported to accumulate in multiple types of human cancer [37]–[39]. To identify the specific TSG101 region that interacts with and regulates the p21 promoter and to establish a framework for identifying possible effects of aberrantly spliced *TSG101* transcripts on p21-regulated cell proliferation, we constructed a collection of truncated variants of TSG101 (Fig. 4A, left panel). ChIP assays using these variants showed that the UEV domain alone (UEV) did not interact with the p21 promoter and that TSG101 protein lacking such domain (ΔUEV) retained the ability to bind. These results argue strongly that regulation of p21 promoter activity by TSG101 does not result from TSG101 interaction with PTAP or PSAP containing proteins, as TSG101 effects on endocytic trafficking do.

**Figure 4:**
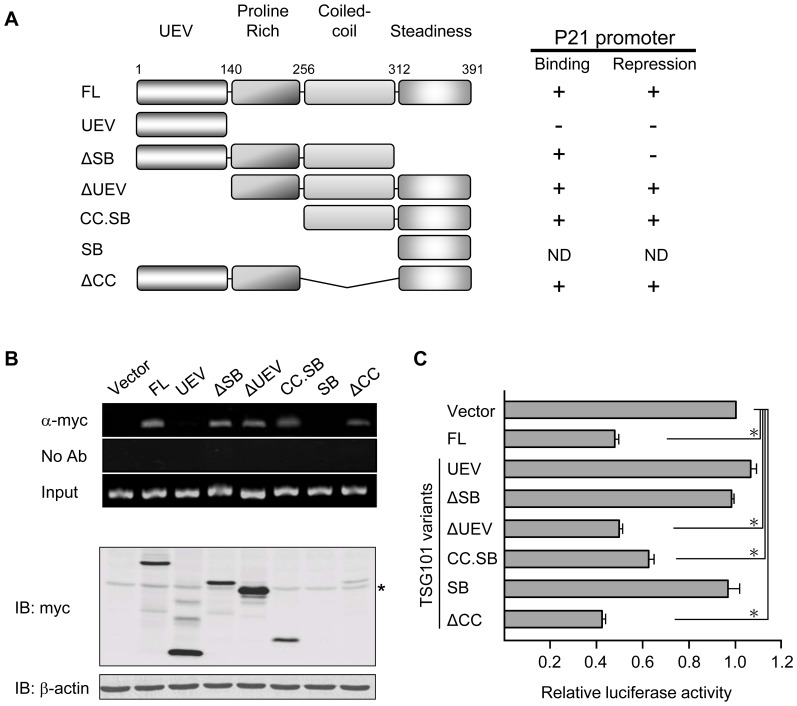
Specific TSG101 domains are required for p21 promoter binding and repression. (A) Left, TSG101 contains 391 amino acids with the four indicated domains. Constructs expressing myc-tagged full-length or truncated forms of TSG101 are illustrated. Right, p21 promoter binding and repression by these TSG101 variants are summarized. ND, not determined. (B) Binding of full-length TSG101 and its truncated forms to the p21 promoter was examined by chromatin immunoprecipitation. DNA fragments, which co-precipitated with anti-myc antibody, were PCR-amplified using the primer set “d”, as shown in Figure 3A. Expression of TSG101 variants is shown by the Western blot in the bottom panel. Asterisk indicates the position of non-specific bands. (C) p21 promoter activity was assessed in Saos-2-2 cells expressing different forms of TSG101. Empty vector sample was included as control, and its promoter activity was set as 1. Data presented are the average of five independent experiments (*P<0.05, Student's *t* test).

Extension of the ΔUEV deletion through the proline-rich domain (CC.SB) did not affect binding (Fig. 4B, top panel), indicating that this domain is not necessary for interaction of TSG101 with the p21 promoter. The CC and SB domains also are not required for interaction of TSG101 with the p21 promoter, as shown by the continued ability of the ΔCC and ΔSB mutants to bind (Fig 4B, top panel). However, failure of a construct containing only the UEV domain to bind indicates that at the presence of either the PR or CC domain enables binding. Collectively these findings indicate that TSG101 contains more than one locus that allows it to interact with the p21 promoter. A TSG101 variant containing only the SB domain was very poorly expressed (Fig. 4B, bottom panel), precluding meaningful analysis of its binding ability.

Testing of TSG101 variants for their ability to repress p21 promoter activity, as determined by the p21-luciferase reporter gene assay described above showed that expression of certain variant TSG101 proteins that did directly interact with the p21 promoter nevertheless decreased p21 promoter activity (Fig. 4C and 4A). For ΔUEV, CC.SB, and ΔCC variants, the decrease by the truncated and full-length proteins was comparable (Fig. 4C). However, TSG101 protein lacking the SB domain (ΔSB) did not affect p21 promoter activity (Fig. 4C) despite its ability to bind to the promoter (Fig. 4B).

### Identification of TSG101 domains that affect its cellular location

The distribution of TSG101 within cells has been shown to be cell cycle dependent, occurring in the nucleus and Golgi during interphase and in mitotic spindles, centrosomes, and in the midbody bridge between cells that is evident during the later stage of cytokinesis [4], [7]. The presence of TSG101 in the cell nucleus should be prerequisite for its binding to and/or repression of the p21 promoter and we wished to elucidate the roles of the various TSG101 domains in determining the sub-cellular location of TSG101 in cytoplasmic and nuclear preparations that had been obtained by fractionation of U2OS cell lysates. As expected from earlier work, full-length TSG101 (FL) was represented approximately equally in the nucleus and cytoplasm of an actively growing cell population (Fig. 5B). A similar protein distribution was observed for a TSG101 variant lacking the SB domain (ΔSB) (Fig. 5B). However, a variant TSG101 protein that includes only the UEV domain (UEV) was preferentially present in the cytoplasmic fraction, and conversely TSG101 lacking either this domain (ΔUEV) or the coiled-coil domain (ΔCC) accumulated in the nucleus (Fig. 5B). Extension of the ΔUEV deletion through the proline-rich domain (CC.SB) dramatically shifted the predominant cellular location of TSG101 from nucleus to cytoplasm (Fig 5B and 5A). These results indicate that multiple sites within the TSG101 protein have a role in determining its intracellular distribution. TSG101 was detected in the nucleus for all variants that showed the ability to bind to the p21 promoter.

**Figure 5:**
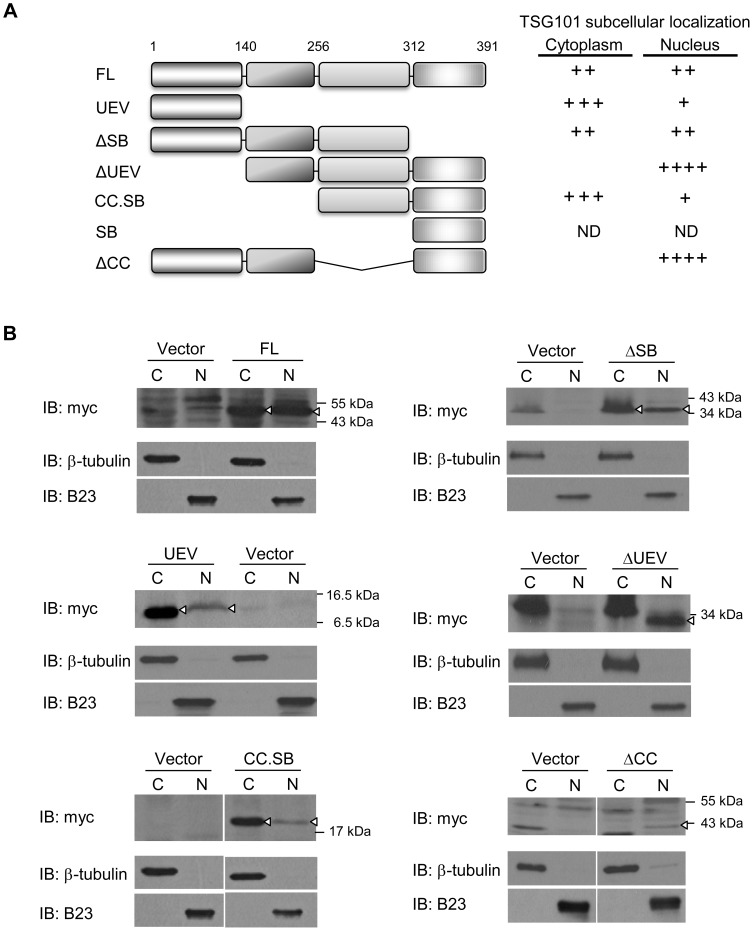
Subcellular localization of TSG101 variants. (A) The presence of TSG101 variants in the cytoplasm or nucleus is summarized. ND, not determined. (B) Nuclear (N) and cytoplasmic (C) fractions of U2OS cells expressing indicated constructs were examined by Western blot analysis. In each pair of samples, empty vector (Vector) was included as a control. Arrowheads indicate positions of TSG101 protein. B23 and β-tubulin serve as markers of nuclear and cytoplasmic fractions, respectively.

## Discussion

The results reported here demonstrate that the cell cycle regulator and tumor suppressor gene p21 is negatively regulated by interaction of the TSG101 protein with the p21 promoter, leading to consequent suppression of p21-mediated cell growth retardation by adventitiously expressed TSG101. Our findings further indicate that binding of TSG101 to specific sequences in the p21 promoter is necessary but not sufficient for transcriptional repression of p21 expression.

Our results implicate TSG101 sequences other than the coiled-coil domain of TSG101, which contains a leucine zipper motif characteristic of transcriptional repressors [1], [16] in regulation of p21 promoter activity; at least two distinct sites located in the central region of TSG101 can interact with the p21 promoter and repress its function, implying that the TSG101/p21 promoter interaction may occur via multiple mechanisms or intermediaries. Interestingly, the central region of TSG101 previously was shown to interact with the AF-1 region of nuclear hormone receptors to repress transcription of targeted genes [40]. The UEV domain of TSG101, which is essential to TSG101 inclusion in endosomal trafficking complexes is not required for interaction of TSG101 with the p21 promoter or for repression of p21 promoter activity, making it unlikely that such complexes participate in TSG101 repression of p21 gene expression.

Multiple transcription activator/repressor proteins can modulate p21 gene expression; sites in the p21 promoter that interact with these proteins have been extensively characterized [41], [42], and the mechanisms of repression of p21 promoter activity by such proteins have been well studied [22]. Commonly, negative regulators (for example, proto-oncogene FBI-1 and c-Myc) that prevent p21 transcription either compete with positive regulators for promoter binding or interact with positive regulators to interfere with their ability to bind to targeted sites in DNA [22]. The region of the p21 promoter that our data shown is required for control of this promoter by TSG101 does not overlap with the p21-promoter-binding sites of any of the known transcriptional up-regulators of p21. Whether other proteins interact with TSG101 to assist with TSG101 binding to the p21 promoter or conversely, whether the TSG101 central domains can assist the binding of other proteins that regulate p21 promoter activity has not been determined. In any case, analysis by the BLAST program of NCBI did not reveal any additional DNA sequence in the human genome that resembles the region of the p21 promoter necessary for repression by TSG101. Moreover, binding sites for known human transcription factors were not identified within this TSG101-responsive DNA segment using the databases of TFSEARCH (http://www.cbrc.jp/research/db/TFSEARCH.html) and PROMO (http://alggen.lsi.upc.es/cgi-bin/promo_v3/promo/promoinit.cgi?dirDB=TF_8.3).

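Genes that respond to TGF-beta signalling and to the mechanosensitive factors YAP and SRF had mostly lower log2 ratios in Saos-2-2, with 21 of 24 measured genes below 0 and a median of -0.80. This was the only list of 20 that passed the camera test with a preset correlation of 0.01 (adjusted p = 2.22e-10). It did not pass with an estimated correlation, which was 0.022 (camera, adjusted p = 0.967), or with fry (adjusted p = 0.260), and no other list did. With 2 arrays those last tests have too few residual degrees of freedom to decide, so their failure says little for or against the call. Of the 24 genes, 5 are in Table S2, which was drawn from these arrays and had been read when the lists were set. Leaving these genes out cannot undo a choice of list made after the table was read. Without the genes of the table, a setting chosen after the data were seen, 16 of 19 were below 0, with a median of -0.71 (camera, adjusted p = 1.39e-06; 0.961 with an estimated correlation; fry, 0.285). Adjusted over the list alone, 16 fell and none rose (limma), 5 of them genes of the table, whose part of the count is not independent evidence, and without them 10 fell, while over all probes none passed an adjusted p of 0.05 and 19 were lower at an unadjusted p under 0.05. IL11, a cytokine induced by TGF-beta, had a log2 ratio of -2.37, as did TGFBI, a secreted matrix protein. The smooth muscle and actin-binding genes TAGLN, TPM1 and CNN1 had log2 ratios of -1.89, -1.50 and -1.34, and CCN1, a YAP target, -1.85. SMAD7, an inhibitor of TGF-beta signalling, was at 0.52, with 0.058 and 0.99 on the arrays (adjusted p = 0.131 over the list, limma), and SRF itself at 0.10, a value that lay below 0 with median centring and with the deposited or the scanner software's ratios.

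Among 21 measured NF-kB targets and cytokines, 3 fell and 1 rose when adjusted over the list alone and none passed over all probes (limma; 2 higher and 5 lower at an unadjusted p under 0.05), with a median of -0.02 (camera, adjusted p = 0.720). Besides IL11, an entry of Table S2, those that fell were LIF, a cytokine of the IL-6 family, at -1.11 and NFKB1, a subunit of NF-kB, at -0.75, and the adhesion molecule VCAM1 rose to 1.51. Of 23 measured regulators and effectors of apoptosis, none passed in limma over all probes or over the list, 3 were lower and none higher at an unadjusted p under 0.05, and the median was -0.02 (camera, adjusted p = 0.845). PARP1, an enzyme of DNA repair, was at 0.45, with 0.88 and 0.025 on the arrays (adjusted p = 0.337, limma).

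**Figure D1:**
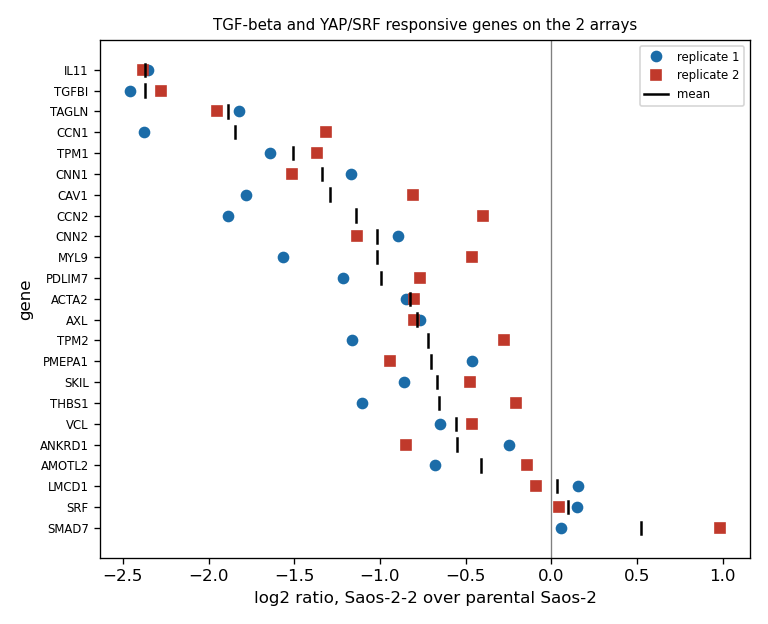
Log2 ratio of Saos-2-2 over parental Saos-2 (horizontal axis) for 23 of the 24 measured genes of the TGF-beta and YAP/SRF list, 1 gene per line. Circles are replicate 1, squares replicate 2 and the bars their mean. The means run from -2.37 for IL11 to 0.52 for SMAD7.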

Our microarray data indicate that a subset of genes having distinct cellular functions related to p21 show altered gene expression as a consequence of TSG101 down-regulation. Among these, the p21 and cyclin-dependent kinase 6 (CDK6) are direct regulators of cell cycle progression and G1/S transition [43], [44]. 

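CDK6, the kinase that drives progression through G1 with the D-type cyclins, was 2.96-fold lower in Saos-2-2 by its brightest clone, IMAGE:470781 (log2 ratio -1.56, standard error 0.11, n = 2 arrays), at -1.64 and -1.49 on the arrays. Clone IMAGE:295985 gave -1.54 (standard error 0.10). The other 3 clones of the gene lay nearer to 0, at -0.68, -0.23 and -0.12, and the mean over all clones was -0.83. Adjusted p-values from limma were 0.106 for each of the first pair of clones and 0.110, 0.419 and 0.564 for the others, so none passed 0.05. For the brightest clone the adjusted p was 0.0242 with the deposited normalized log2 ratios, 0.0359 with the scanner software's ratios and 0.0133 with net ratios without normalization, and it lay between 0.0133 and 0.152 over all settings.

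Of 22 measured G1/S and CDK regulators, 3 rose and 2 fell when adjusted over the list alone, and none passed over all probes (limma; 5 higher and 2 lower at an unadjusted p under 0.05). CDKN1A and CDK6 are 2 of these 5 and were picked by the study on these arrays, so that their part of the count is not independent evidence. Without these 2 genes, a setting chosen after the data were seen, 0 of the other 20 passed over the list (limma). The others of the 5 were CDKN1B, which encodes the CDK inhibitor p27, at 0.66, TFDP1, a partner of the E2F factors, at 0.62 and CDK2 at -0.50. The median of the list was 0.11 (camera, adjusted p = 0.571). CCND1, the gene of cyclin D1, was at 0.34 (adjusted p = 0.121 over the list, limma).

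Among 25 genes of S phase and DNA replication none passed in limma, over all probes or over the list, 5 were higher and 2 lower at an unadjusted p under 0.05, and the median was 0.03, the mean -0.03 (camera, adjusted p = 0.895). PCNA, the polymerase clamp, was at 0.43 and the helicase subunit MCM4 at -0.53 by its brightest clone, with 1 of its 3 clones of the opposite sign. In the list of G2/M and mitosis 24 of 28 measured genes had a ratio below 0, with a median of -0.20, and none passed in limma, over all probes or over the list (0 higher and 2 lower at an unadjusted p under 0.05). PLK1, a kinase of mitotic entry, was at -0.97, with -0.43 and -1.52 on the arrays. The camera test of this list gave an adjusted p of 0.0622, which went to 0.0361 with median foreground intensities, 0.0258 with print-tip loess, 0.00634 with median centring and 0.0149 with net ratios without normalization, and to 0.967 with an estimated correlation, the highest over all settings. That correlation was 0.60, against the preset 0.01, and with 2 arrays the test that uses it has too few residual degrees of freedom to decide.

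From the arrays the paper states that p21 mRNA is more abundant in Saos-2-2, and its real-time RT-PCR gave a rise of like size. It also reports more p21 protein, assessed by Western blot. From its p21 promoter reporter (Fig. 1B and Fig. S1) the paper concludes that transcription from the p21 promoter is up-regulated in cells made deficient in TSG101. It names p21 and CDK6 as direct regulators of the cell cycle among the genes with altered expression.

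**Figure D2:**
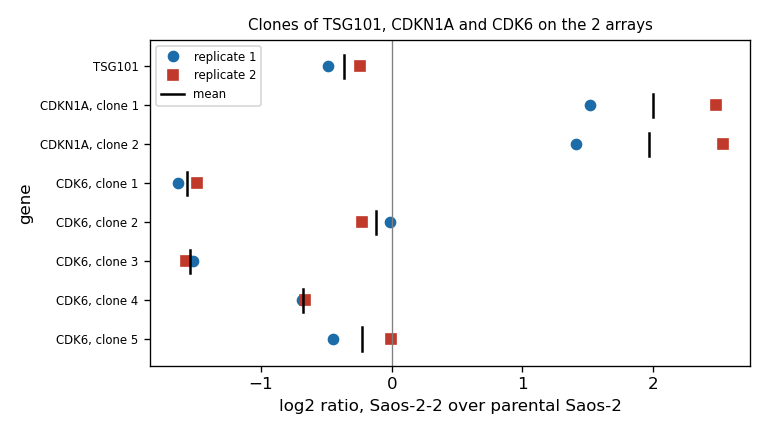
Log2 ratio of Saos-2-2 over parental Saos-2 (horizontal axis) for each clone of TSG101, CDKN1A and CDK6. Circles are replicate 1, squares replicate 2 and the bars their mean. Both CDKN1A clones lie above 1 and the CDK6 clones between -1.64 and 0 on each array.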

Using HCT116 and the isogenic cell line HCT116 p21^-/-^, we have validated that at least the p21 gene is required for the defect of cell growth by TSG101 deficiency. In the stable line Saos-2-2, cell apoptosis does not substantially increase compared to its parental cells (Fig. S3); therefore, the relative slow proliferation of this cell is likely resulting from increased p21 expression, leading to a delay in cell cycle progression.

While multiple TSG101-deficient clones were obtained during our isolation of the Saos-2-2 stable line, none of these clones showed a reduction in TSG101 greater than 60%, suggesting that a baseline level of TSG101 is needed for cell growth and/or survival. This finding is consistent with earlier evidence that total elimination of TSG101 function is a lethal event [2], [9], [24]. The approach we used to isolate a Saos-2-2 stable line showing decreased TSG101 function was also applied unsuccessfully to another osteosarcoma cell line U2OS, which unlike Saos-2 synthesizes p53 protein [45]. It has been shown that TSG101 down-regulation can increase the amount and activity of p53 via MDM2 instability and also results in p53-dependent up-regulation of the p21 gene [2], [12]. We suggest that in p53-profieient cells the previously reported effects of TSG101 on p53, and consequently on p21 expression, may supplement the p21-dependent effects on cell proliferation reported here, and may thus account for the sensitivity of U2OS or other p53-proficient cells to experimental reduction of the cellular TSG101 protein level.

Aberrant splicing and production of *TSG101* transcript variations have been detected in multiple types of human cancer, including carcinomas of the liver, lung, breast, cervix, and ovary [46]-[50] as well as in soft tissue sarcomas [51], and leukemias [52]. It has been suggested that such aberrant transcripts are experimental artifacts of PCR analysis [53]; however, it also has been reported that induction of the tumor suppressor gene p53 prevents the accumulation of variant transcripts [54]. While differential effects of TSG101 isoforms on tumor development and progression have not been established, our results suggest that tumor associated isoforms that do not contain the central or SB domain of TSG101 would lack the ability of the full-length protein to repress the p21 promoter.

Our results demonstrate an inverse correlation between TSG101 and p21 protein levels. Using HCT116 p21^+/+^ and isogenic HCT116 p21^-/-^ cells, we’ve shown that proliferation defects associated with TSG101-deficiency are mediated at least in part by the modulation of p21 gene expression. Our findings thus indicate that TSG101 regulation of p21 is an important factor in the cellular function of TSG101, as has been suggested also by results showing that altered TSG101 expression in ovarian cancer may affect disease prognosis by modulating p21 expression [6].

## Supporting Information

Figure S1 **Luciferase reporter activity in p21 promoter-less construct is negligible and such low activity is not modulated by cellular TSG101 levels.** pGL2-basic, a reporter plasmid lacking the p21 promoter sequence, was transfected into Saos-2 and Saos-2-2 cells for luciferase reporter assay. pGL2-p21 (-3227/+1), in which the firefly luciferase gene is driven by the p21 promoter, was included as a positive control. Following β-gal normalization, the reporter activity of each sample is illustrated as Relative Luminescence Unit (RLU). The data presented are the average of three independent experiments (*P<0.05, Student's *t* test).
(TIF)

Figure S2 **p21 repression by TSG101 is maintained in the presence of Trichostatin A or RG108.** (A) p21 promoter activity in Saos-2-2 cells with or without ectopic TSG101 expression was assessed in the presence or absence of the histone deacetylase inhibitor Trichostatin A (TSA). p21 promoter activity of the mock sample transfected with the empty vector was set as 1. Relative promoter activity of the other samples is shown. (B) Relative p21 promoter activity was examined as described in (A), except the DNA methyltransferase inhibitor RG108 was used. The data presented are the average of three independent experiments (*P<0.05, Student's *t* test).
(TIF)

Figure S3 **Saos-2-2 does not show a substantial increase of cell apoptosis compared to its parental cells.** (A) Saos-2 and Saos-2-2 were analyzed for cell apoptosis by TUNEL assay. Saos-2 treated with Adriamycin (ADR, 1 µM), a DNA-damaging reagent, also were included as a positive control. Scale bars, 100 µm. (B) TSG101, Caspase-3, and Poly ADP-ribose polymerase (PARP) were examined in indicated cells by Western blot analyses. Activated Caspase-3 (17 KDa) and the cleavage form of PARP (85 KDa) both serve as index for the activation of apoptotic signal pathways.
(TIF)

Table S1 **Oligonucleotide primers used in Chromatin Immunoprecipitation (ChIP) and quantitative RT-PCR (qPCR).**
(PDF)

Table S2 **List of genes that are statistically significant up-regulated or down-regulated in Saos-2-2 compared with its parental cells.** Microarray data were deposited in GEO with an accession number GSE50808 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE50808), and analyzed by a software package “Limma” at http://bioconductor.org/packages/2.12/bioc/html/limma. html. Genes up-regulated or down-regulated more than 4-fold (with a *p* value less than 0.01) are shown.

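At a log2 ratio of at least 2 in size and an unadjusted p under 0.01 from limma, 22 probes were lower and 8 higher in Saos-2-2. The genes named next were picked after their values were seen, apart from those in the first lines of the table. LRRC15, a leucine-rich repeat membrane protein, at -3.87 (standard error 0.19, n = 2 arrays), and NNMT, the nicotinamide N-methyltransferase, at -3.71 (standard error 0.27), had the lowest log2 ratios. NNMT was the lower of these in the table, with plain background subtraction (-4.65 against -4.38), with median foreground (-3.80 against -3.74) with the deposited, scanner and net ratios, and on replicate 2 alone (-4.20 against -4.17). THY1, a surface glycoprotein of mesenchymal cells, was at -2.55 and -2.14 by its 2 clones and the protease PRSS23 at -2.86, -2.47 and -2.31 by 3. SRPX was at -2.74, CAV1, the gene of caveolin-1, at -2.53 by the clone of the table and -1.29 by its brightest clone, and the complement protease CFI at -2.44. Among the higher probes, NPTX2, a neuronal pentraxin, had 3.06 (standard error 0.23), SERPINI1, which encodes neuroserpin, 2.79 (standard error 0.47), ANO5 2.32 and 2.01 by 2 clones, and CLIC5 2.20.

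No probe passed an adjusted p of 0.05 in limma (0 higher and 0 lower, smallest value 0.106). At an unadjusted p under 0.05, 4667 were higher and 3365 lower, where chance alone would give about 1734. The deposited normalized log2 ratios gave 1597 higher and 569 lower probes at an adjusted p of 0.05, the scanner software's ratios 1324 and 380, and the net ratios without normalization, chosen after the data were seen, 2474 and 437. At the thresholds of the table plain background subtraction gave 104 higher and 50 lower probes, so that 67.5% rather than 26.7% of them were higher.

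All 163 entries of Table S2 were matched to the arrays by GenBank number, and 127 had a probe in the test. Of these 127, 126 had the sign of the table, 122 had an unadjusted p under 0.05 and 20 reached both thresholds, a count that is not independent evidence since the table was drawn from the same arrays. Among the first entries, the receptor tyrosine kinase gene RET was at 1.89, MIB2 at 0.78 and the basement membrane collagen COL4A1 at 0.87, with 1.45 and 0.29 on the arrays. The values of MIB2 and COL4A1 average 2 unlike spots of a clone. The COL4A1 spot usable on both arrays was at 1.45 and 1.49, and the other, used on replicate 2 only, at -0.91. The MIB2 spots were at 1.50 and 1.83, and at -0.13 and -0.10. SLAIN1 was at least 2.43-fold and GALNT12 at least 1.73-fold higher (adjusted p = 0.106 for both, limma), bounds against the lowest signal above background, since Saos-2 was not well above background on either array, and open to dye bias. NQO1, a quinone reductase that the table lists as higher, was at -0.88, with -1.09 and -0.67 on the arrays, by 2 other spots of the clone than that of the table, which was marked as unusable on both. Of the 163 entries, 39 rest on a spot that the scanner software marked as unusable on at least 1 array, 30 of them on both. Plates of clones from the Cancer Genome Anatomy Project (CGAP) hold 38 of the 101 higher and 2 of the 62 lower entries, and 9.58% of all tested probes.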

(PDF)

# Supplementary material for: Identification of TSG101 Functional Domains and p21 Loci Required for TSG101-Mediated p21 Gene Regulation
**Source:** PLoS One. 2013 Nov 11;8(11):e79674. doi: 10.1371/journal.pone.0079674
**Supplement:** Table S1 — Oligonucleotide primers used in Chromatin Immunoprecipitation (ChIP) and quantitative RT-PCR (qPCR).

Table S1.

**ChIP**	**sequence**
a- 5' primer	5'-G TTCAGGTGAGTGTAGGGTGTAG-3'
a- 3' primer	5'-TTTTTTTACTTGGAGAATG AGTTGGC-3'
b- 5' primer	5'-GGAGGTCAGGGGTGTGAGGTAGAT-3'
b- 3' primer	5'-GGAA GGAGGGAATTGGAGAGACTA-3'
c- 5' primer	5'-TGGTTTGGATGTATAGGAGCGAA GGTG-3'
c- 3' primer	5'-CTCCAAAATGACAAAATGCCAAATAAC-3'
d- 5' primer	5'-CAG CCTGCTCCCTTGCCTTTTTCA-3'
d- 3' primer	5'-GACCCCACTCTAAGCCCACTG C-3'
e- 5' primer	5'-GGGGGCTGGACTGGGCACTCTTGT-3'
e- 3' primer	5'-GCTCACCAC CACCACGACATTCAA-3'
f- 5' primer	5'-CTGAGATTGTGCCACTGCTGACTTT-3'
f- 3' primer	5'-CCAGAAAGCCAATCAGAGCCACAGCC-3'
**qPCR**	**sequence**
p21 qPCR-5' primer	5'-TCACTGTCTTGTACCCTTGTGC-3'
p21 qPCR-3' primer	5'-GGCGTTTGGAGTGGTAGAAA-3'
b-actin qPCR-5' primer	5'-GCACCCAGCACAATGAAGA-3'
b-actin qPCR-3' primer	5'-CGATCCACACGGAGTACTTG-3'

# Supplementary material for: Identification of TSG101 Functional Domains and p21 Loci Required for TSG101-Mediated p21 Gene Regulation
**Source:** PLoS One. 2013 Nov 11;8(11):e79674. doi: 10.1371/journal.pone.0079674
**Supplement:** Table S2 — List of genes that are statistically significant up-regulated or down-regulated in Saos-2-2 compared with its parental cells. Microarray data were deposited in GEO with an accession number GSE50808 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE50808), and analyzed by a software package “Limma” at http://bioconductor.org/packages/2.12/bioc/html/limma. html. Genes up-regulated or down-regulated more than 4-fold (with a p value less than 0.01) are shown.

Table S2.

GenBank ID	Gene Symbol	Gene Name	Log2<br>Ratio	P value
<i><u>Up-regulated</u></i>				
AA115877	SERPINI1	Serpin peptidase inhibitor, clade I (neuroserpin), member 1	3.594	2.06E-04
AA683041	NPTX2	Neuronal pentraxin II	3.376	1.94E-05
AI732248	COL4A1	Collagen, type IV, alpha 1	3.361	2.61E-05
AA459895	CCDC64B	Coiled-coil domain containing 64B	3.170	1.39E-04
AA994913	GALNT12	UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyltransferase<br>12 (GalNAc-T12)	3.105	4.28E-06
AA903339	RET	Ret proto-oncogene	3.036	2.75E-05
AA492170	NKX3-1	NK3 homeobox 1	2.957	1.00E-05
N50428	SLAIN1	SLAIN motif family, member 1	2.946	9.83E-06
AA457718	CLIC5	Chloride intracellular channel 5	2.887	1.02E-05
AA608524	MIB2	Mindbomb homolog 2 (Drosophila)	2.812	3.00E-05
AI732255	SFTPD	Surfactant protein D	2.796	1.48E-05
AI821374	SFTPA1	Surfactant protein A1	2.771	1.89E-05
AI276270	EMB	Embigin	2.742	1.14E-05
N22495	EMCN	Endomucin	2.730	1.10E-05
AW058501	COL4A4	Collagen, type IV, alpha 4	2.723	6.28E-04
R43270	PPP1R14C	protein phosphatase 1, regulatory (inhibitor) subunit 14C	2.679	1.16E-04

AI444994	JAK1	Janus kinase 1	2.643	3.36E-03
R51361	NFIB	Nuclear factor I/B	2.640	1.18E-05
AA169183	ST8SIA1	ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 1	2.627	5.02E-04
AA425820	CCDC74A	Coiled-coil domain containing 74A	2.602	1.51E-05
AA228477	TARP	TCR gamma alternate reading frame protein	2.509	2.17E-05
AA977683	SGIP1	SH3-domain GRB2-like (endophilin) interacting protein 1	2.495	2.28E-05
T92782	SYK	Spleen tyrosine kinase	2.490	2.03E-05
H23524	SYT4	Synaptotagmin IV	2.479	4.37E-05
AI983123	BRDT	Bromodomain, testis-specific	2.467	4.02E-05
AI225111	GJB3	Gap junction protein, beta 3, 31kDa	2.453	2.13E-05
AA418392	KCNMB4	Potassium large conductance calcium-activated channel, subfamily M, beta member 4	2.452	7.58E-05
AA872098	NCF2	Neutrophil cytosolic factor 2	2.428	2.84E-05
AA603356	PLEKHH1	Pleckstrin homology domain containing, family H (with MyTH4 domain) member 1	2.427	3.28E-05
AA863023	SCGB1C1	Secretoglobin, family 1C, member 1	2.416	3.85E-05
AA464180	BEX2	Brain expressed X-linked 2	2.413	2.01E-05
AI732254	GKN2	Gastrokine 2	2.413	2.54E-03
AI732256	AGR3	Anterior gradient homolog 3 (<i>Xenopus laevis</i>)	2.407	3.59E-05
R54212	XKR4	XK, Kell blood group complex subunit-related family, member 4	2.396	8.57E-05
AA420679	XCL2	Chemokine (C motif) ligand 2	2.358	3.20E-05
AA169475	SNAPC5	Small nuclear RNA activating complex, polypeptide 5, 19kDa	2.353	5.94E-05
AI740542	FXYP1	FXYP domain containing ion transport regulator 1	2.351	5.59E-03
N23941	CDKN1A	Cyclin-dependent kinase inhibitor 1A (p21, Cip1)	2.343	3.35E-04
AI193221	ZNF720	Zinc finger protein 720	2.342	4.04E-05

AA443593	ACRBP	Acrosin binding protein	2.336	5.84E-05
AI732298	DNAJA4	DnaJ (Hsp40) homolog, subfamily A, member 4	2.333	3.55E-05
AI732290	MYOT	Myotilin	2.322	6.92E-04
AA479055	PUS1	Pseudouridylate synthase 1	2.322	6.92E-04
W23758	USP54	Ubiquitin specific peptidase 54	2.316	7.11E-05
AA490240	KRTAP19-1	Keratin associated protein 19-1	2.299	5.96E-05
N45301	CALCRL	Calcitonin receptor-like	2.299	3.47E-05
H99722	ANO5	Anoctamin 5	2.293	4.59E-05
AA629873	UBA6	Ubiquitin-like modifier activating enzyme 6	2.289	8.66E-05
N69335	COL9A1	Collagen, type IX, alpha 1	2.286	2.81E-05
R70505	P2RY2	Purinergic receptor P2Y, G-protein coupled, 2	2.267	3.63E-05
AI732322	CKAP2	Cytoskeleton associated protein 2	2.230	4.95E-05
AA977633	NRK	Nik related kinase	2.225	7.99E-05
W60582	BEX1	Brain expressed, X-linked 1	2.222	2.78E-03
AA460698	PAMR1	Peptidase domain containing associated with muscle regeneration 1	2.213	5.64E-05
AA412443	LCN10	Lipocalin 10	2.212	5.15E-05
AA425730	ILDR1	Immunoglobulin-like domain containing receptor 1	2.193	3.75E-05
AA988559	SCGB3A2	Secretoglobin, family 3A, member 2	2.192	9.59E-05
AA410381	SNCAIP	Synuclein, alpha interacting protein	2.189	3.65E-04
H15099	ANK2	Ankyrin 2, neuronal	2.178	3.81E-05
AI821350	SFTPA2B	surfactant protein A2B	2.177	6.84E-05
AA534438	SPINK4	Serine peptidase inhibitor, Kazal type 4	2.173	9.24E-05
AA745686	BHMT2	Betaine--homocysteine S-methyltransferase 2	2.171	3.42E-04

AA172188	PCDHA6	Protocadherin alpha 6	2.171	3.89E-05
AA029949	NPNT	Nephronectin	2.170	4.81E-05
N21659	MORN4	MORN repeat containing 4	2.166	1.21E-04
AA429034	PIK3IP1	Phosphoinositide-3-kinase interacting protein 1	2.157	2.01E-04
AA100297	LGALS4	Lectin, galactoside-binding, soluble, 4	2.148	1.20E-04
AA746038	GPR110	G protein-coupled receptor 110	2.145	1.19E-04
AA996091	FSIP1	Fibrous sheath interacting protein 1	2.136	9.36E-05
AA228476	SLC26A7	Solute carrier family 26, member 7	2.130	1.95E-04
AA131664	PRELP	Proline/arginine-rich end leucine-rich repeat protein	2.130	1.44E-03
AA101678	MYCN	V-myc myelocytomatosis viral related oncogene, neuroblastoma derived (avian)locus	2.127	4.78E-05
AA488171	DAB2IP	DAB2 interacting protein	2.126	6.51E-03
AA233805	DAB1	Disabled homolog 1 (Drosophila)	2.121	9.89E-04
AA632429	LRRFIP1	Leucine rich repeat (in FLII) interacting protein 1	2.119	7.48E-05
AA996097	PANX2	Pannexin 2	2.116	2.10E-04
AA167273	SDC3	Syndecan 3	2.100	6.08E-05
AA525000	WDFY3	WD repeat and FYVE domain containing 3	2.099	6.38E-05
AA564296	PIP	Prolactin-induced protein	2.085	2.06E-04
AA149051	PGR	Progesterone receptor	2.080	5.36E-05
R42056	LGI2	Leucine-rich repeat LGI family, member 2	2.073	2.59E-04
AA514424	FAM3D	Family with sequence similarity 3, member D	2.065	9.00E-05
H85454	KCNS1	Potassium voltage-gated channel, delayed-rectifier, subfamily S, member 1	2.064	9.77E-05
AA457474	RAMP2	Receptor (G protein-coupled) activity modifying protein 2	2.059	1.47E-04
R02333	UBXN10	UBX domain protein 10	2.058	4.10E-04

AA451911	GPR126	G protein-coupled receptor 126	2.054	1.18E-04
AI769855	DEFB1	Defensin, beta 1	2.048	1.91E-04
AA180237	TCF7L1	Transcription factor 7-like 1 (T-cell specific, HMG-box)	2.038	7.53E-05
AA973944	PGBD5	PiggyBac transposable element derived 5	2.037	7.26E-04
AI732898	CLEC5A	C-type lectin domain family 5, member A	2.036	7.78E-05
AA907365	TMEM146	Transmembrane protein 146	2.034	1.29E-04
AA875890	GRIN2A	Glutamate receptor, ionotropic, N-methyl D-aspartate 2A	2.026	7.24E-05
AI273601	KPRP	Keratinocyte proline-rich protein	2.025	6.06E-05
AA621001	LRRTM3	Leucine rich repeat transmembrane neuronal 3	2.020	7.88E-05
AI732312	EPHB1	EPH receptor B1	2.019	1.53E-04
R54590	PLEKHA6	Pleckstrin homology domain containing, family A member 6	2.016	3.43E-04
AA469952	ALLC	Allantoicase	2.014	4.56E-04
AI016902	AICDA	Activation-induced cytidine deaminase	2.011	1.14E-04
AA928139	PCDH17	Protocadherin 17	2.008	1.32E-04
R99004	DHRS7	Dehydrogenase/reductase (SDR family) member 7	2.000	4.99E-04
AA458634	NQO1	NAD(P)H dehydrogenase, quinone 1	2	1.45E-03

Down-regulated

T72089	NNMT	Nicotinamide N-methyltransferase	-4.602	8.92E-06
AA449321	LRRC15	Leucine rich repeat containing 15	-4.387	5.98E-07
AA457688	IMPA1	Inositol(myo)-1(or 4)-monophosphatase 1	-4.303	2.74E-05
R42630	PCSK1	Proprotein convertase subtilisin/kexin type 1	-3.459	8.79E-05
AA055835	CAV1	Caveolin 1, caveolae protein, 22kDa	-3.251	5.88E-06
T95052	CASP1	Caspase 1, apoptosis-related cysteine peptidase (interleukin 1, beta, convertase)	-3.168	1.93E-04
H59861	THBD	Thrombomodulin	-3.080	5.03E-05
N62462	CFI	Complement factor I	-3.027	6.99E-06
AA449715	SRPX	Sushi-repeat containing protein, X-linked	-3.018	7.44E-06
AA176812	POLR1E	Polymerase (RNA) I polypeptide E, 53kDa	-3.000	1.86E-04
H82419	PTPRA	Protein tyrosine phosphatase, receptor type, A	-2.907	2.19E-04
AA425746	RUNX1	Runt-related transcription factor 1	-2.867	7.92E-05
AI346653	THY1	Thy-1 cell surface antigen	-2.819	1.54E-04
H08561	IGFBP5	Insulin-like growth factor binding protein 5	-2.812	1.28E-05
AI148233	IL11	Interleukin 11	-2.777	1.07E-05
AA447684	SPRR1B	Small proline-rich protein 1B	-2.755	2.87E-04
AA633901	TGFBI	Transforming growth factor, beta-induced, 68kDa	-2.739	1.31E-05
AA905329	SENP1	SUMO1/sentrin specific peptidase 1	-2.721	1.49E-05
R12373	PON1	Paraoxonase 1	-2.705	1.43E-05
H90764	SERPINA6	Serpin peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 6	-2.667	2.90E-04
AA098867	NRP1	Neuropilin 1	-2.661	1.10E-05
AA173525	ZNF654	zinc finger protein 654	-2.630	1.20E-05

H91456	NR1H4	Nuclear receptor subfamily 1, group H, member 4	-2.600	3.37E-04
H20814	ARL3	ADP-ribosylation factor-like 3	-2.585	4.02E-04
AA464176	PIK3CG	Phosphoinositide-3-kinase, catalytic, gamma polypeptide	-2.544	1.47E-05
AI191504	AK7	Adenylate kinase 7	-2.500	9.42E-05
R56092	MYT1L	Myelin transcription factor 1-like	-2.500	6.07E-03
R73909	PSG11	Pregnancy specific beta-1-glycoprotein 6	-2.472	3.90E-03
AA088420	PPARG	Peroxisome proliferator-activated receptor gamma	-2.468	1.99E-05
N71920	ODZ2	odz, odd Oz/ten-m homolog 2 (Drosophila)	-2.461	6.05E-05
AA131406	CXCL9	Chemokine (C-X-C motif) ligand 9	-2.459	5.18E-04
N34362	RGS5	Regulator of G-protein signaling 5	-2.453	3.24E-04
AA485373	VMP1	Vacuole membrane protein 1	-2.405	8.13E-05
N22620	AMIGO2	Adhesion molecule with Ig-like domain 2	-2.360	4.93E-05
R56082	SV2B	Synaptic vesicle glycoprotein 2B	-2.324	3.17E-05
H65734	KLF1	Kruppel-like factor 1 (erythroid)	-2.322	6.92E-04
AA669451	MKRN1	Makorin ring finger protein 1	-2.322	6.92E-04
AA416767	CCDC80	Coiled-coil domain containing 80	-2.291	4.90E-05
W48852	GREM1	Gremlin 1	-2.258	3.71E-03
AA454652	F2RL1	Coagulation factor II (thrombin) receptor-like 1	-2.252	1.82E-04
AA972352	PDLIM3	PDZ and LIM domain 3	-2.238	4.24E-05
AA029997	COL4A5	Collagen, type IV, alpha 5	-2.230	4.64E-03
N67039	CDK6	Cyclin-dependent kinase 6	-2.217	3.54E-05
AA995128	FIGF	C-fos induced growth factor (vascular endothelial growth factor D)	-2.216	1.59E-04
R39044	RAB27B	RAB27B, member RAS oncogene family	-2.214	3.60E-05

AA779870	FHAD1	Forkhead-associated (FHA) phosphopeptide binding domain 1	-2.152	1.82E-03
R41754	TMEM132B	Transmembrane protein 132B	-2.122	1.91E-04
R69567	PSG5	pregnancy specific beta-1-glycoprotein 5	-2.113	8.34E-04
AI828190	PLAUR	Plasminogen activator, urokinase receptor	-2.094	7.80E-04
T87622	SAP30	Sin3A-associated protein, 30kDa	-2.085	6.60E-03
H84369	POPDC3	Popeye domain containing 3	-2.069	1.66E-03
AA703531	IL24	Interleukin 24	-2.058	6.89E-05
AA056415	FBN1	Fibrillin 1	-2.051	1.72E-04
AA010664	TAGLN	Transgelin	-2.048	5.66E-05
AA455235	ALDH1A3	Aldehyde dehydrogenase 1 family, member A3	-2.032	4.82E-03
N79051	ROS1	C-ros oncogene 1 , receptor tyrosine kinase	-2.020	1.57E-04
H22854	REPS2	RALBP1 associated Eps domain containing 2	-2.015	1.42E-03
AA702808	ADAM12	ADAM metalloproteinase domain 12	-2.014	2.80E-04
H23197	MOBP	Myelin-associated oligodendrocyte basic protein	-2.012	6.06E-03
AA777187	CYR61	Cysteine-rich, angiogenic inducer, 61	-2.011	6.74E-04
H17080	MBP	Myelin basic protein	-2	1.45E-03
H37761	NR4A3	Nuclear receptor subfamily 4, group A, member 3	-2	1.45E-03

How the deposited data were processed for this re-analysis (not part of the article)

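RNA of the TSG101-knockdown line Saos-2-2 and of parental Saos-2 cells was hybridised to 2 spotted cDNA arrays, 1 for each biological replicate, with Saos-2-2 in Cy5 and Saos-2 in Cy3 on both. For each spot the deposited scanner files give the mean and median foreground and the median local background of each channel, as linear intensities without normalization, and net values that equal the mean foreground minus the median background. They also give log2 ratios after division of channel 2 by a single factor per array (1.03 for replicate 1 and 1.24 for replicate 2). The deposited series table equals the log2 ratio of medians of the scanner files at every spot with a value, 41285 on replicate 1 and 41298 on replicate 2. The submitters' processing notes name Agilent Feature Extraction, without a version, and the legend of Table S2 names limma. A background correction or a normalization for Table S2 is not given in the sources used here.

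Intensities were read in R 4.3.3 and analysed with limma 3.58.1. Control spots and spots marked as unusable by the scanner software were left out. Mean foregrounds were corrected by normexp with an offset of 50, each array was normalized by global loess, no scaling between arrays was applied, and spots of the same clone were averaged. A probe was kept when at least 1 channel had a foreground of 1.5 times its local background or more on both arrays. Clones were named by the gene identifiers of the arrays, brought to current symbols, and probes of several genes or of no gene were tested without a name. The single-column model of limma tested each mean log2 ratio against 0 with moderated variances (prior degrees of freedom 2.75), and p-values were adjusted over all probes by the method of Benjamini and Hochberg at 0.05. The thresholds of Table S2, a log2 ratio of 2 in size and an unadjusted p of 0.01, were applied separately.

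Where a gene had several probes, that with the highest mean intensity stood for it. The 20 gene lists, 486 entries in all, were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, with fry and against 10000 random lists matched on intensity, and members were also adjusted over the list alone. Genes were named by a rule: every gene the paper names that is on the arrays, the most changed probes with an adjusted p under 0.05, the called members of each list, and the first 10 entries of Table S2 in each direction, whose values in the table had been seen. No probe met the parts of the rule that need an adjusted p under 0.05, so that other genes named here were chosen after their values were seen. MYC and ACTB, which the paper names, had no tested probe under that name, and the values of some other genes that the rule takes are not reported here.

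The alternatives changed the background correction, the foreground statistic, the normalization, the filter on dim probes, the use of spots marked as unusable, the variance model, the values used and the probe that stands for a gene, and 4 were added after the data were seen. These were net ratios without normalization, leaving out failed PCR wells, leaving out the CGAP plates, and leaving the genes of Table S2 out of the list tests. Leaving out 1 array gave a value from the other without a test. The fit was tested on simulated data with 34674 probes, and the list test with 13472 genes, on 2 arrays. At the fitted variances it recovered 34, 188 and 197 of 200 probes with a true log2 ratio of 1, 2 and 3 at an adjusted p of 0.05, with 22 false calls. With the prior variance 4 times smaller it recovered 188, 197 and 200, with 37 false calls. The share recovered depends on how many changed probes were planted, 200 of each size among unchanged ones. It does not show that changes are absent from the data, where no probe passed. A gene list shifted by 0.8 was called with 0 other lists, among genes simulated as independent, so that the preset correlation was not put to the test. Both arrays had 0 saturated spots. With 2 arrays, precision is limited by their number. Pictures were drawn with matplotlib 3.10.9 under Python 3.11.15. The promoter sequence and the search of the genome for similar sequences were not analysed here.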

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

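The gathering of higher probes on the CGAP plates was seen before any test of it was set, and the tests of it were worded after the counts of the fit were known. Those at matched intensity and against the genes higher on other plates were chosen after the result was seen.

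The spots of green fluorescent protein, controls that the paper does not report on, had high ratios. The 2 eGFP spots had a median log2 ratio of 3.85 after an offset of 50 was added to each channel, which lowers such ratios, with median net intensities before it of 36 in Saos-2 and 1238 in Saos-2-2, and the YFP spot had 4.13. The 8 usable spots of the Alien controls had a median of 0.60. By the paper's methods, Saos-2-2 was selected after co-transformation with a plasmid that carries GFP.

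The genes responsive to TGF-beta, YAP and SRF, which the paper does not discuss as a group, had a median log2 ratio of -0.80, the lowest of the 20 lists. Of the 24 genes measured, 5 are in Table S2, drawn from these arrays and already read when the lists were set.

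Clones from the CGAP plates made up 47.6% of the 191 probes at least 2-fold higher on both arrays, and 9.58% of all probes. Dye bias that follows intensity is argued against, since at matched mean intensity the share of such probes was 8.24 times that of the other plates. Other clones of 21 of the 34 genes, spotted from other plates, had a median log2 ratio of 0.020 (46 clones, quartiles -0.18 and 0.24), which is consistent with a property of the spotted DNA of those plates, but other clones of genes higher on the other plates had a median of only 0.13, so that this test separates the explanations weakly. A change in the genes themselves stays open. Of the 46 clones, 1 (2.17%, exact 95% interval 0.0550 to 11.5) was itself 2-fold higher on both arrays. For the other plates it was 11 of 68 (16.2%, Fisher's exact test, two-sided, p = 0.0259, clones of a gene not being independent). These shares are not like for like. Each of the 11 clones was itself among the probes picked as higher, since a gene with several such clones counted all of them. This can raise that share and the median of 0.13, so that the p-value does not settle the question. Some higher entries of Table S2 on these plates, outside the 191 probes, had another spot of the same clone. The spot of the table was the higher in each, which its choice as the nearest to the table's high value made all but certain. For ZNF720 it was at 1.74 and 1.98 on the arrays against -0.11 and -0.14, and for SYK at 1.52 and 1.39 against 0.10 and 0.03. For SCGB1C1 and BHMT2 the other spot was above 0 on both arrays, at 0.32 and 0.37 and at 0.22 and 0.26. For NRK and FSIP1 it was below 0 on both. The ratio of these clones thus depended on the spot. Which spot held the named insert was not tested, so that a change in the gene stays open for these entries. SNAPC5, from other plates, also had unlike spots.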

How the results depend on the processing

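No paired analysis was possible because each array already holds both lines as a ratio. Counts of probes past a threshold, and the correlation of the arrays, have no value from a single array, and the lists were not refitted with the deposited or scanner ratios, the trended variance model, the spots marked as unusable or the filter of 2 background SDs. With 2 arrays there are no other splits of the samples to count. The median signal over background, 3.74 to 4.00, limits dim probes most.

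TSG101 kept its direction and stayed above an adjusted p of 0.05 in all settings, between -0.61 and -0.36 on the log2 scale, and between -0.48 and -0.24 on the single arrays. CDKN1A lay between 1.51 and 2.48 and CDK6 between -1.64 and -1.49 on the single arrays. The 126 entries of Table S2 with the sign of the table stayed 126 on either array. The following passed or moved. For settings that change several steps together the cause was not tested. The deposited log2 ratios gave 1597 higher and 569 lower probes, 139 and 70 at the thresholds of Table S2 (66.5% higher), CDKN1A 2.01, CDK6 -2.12 and a correlation of 0.597. The scanner software's ratios gave 1324 and 380, 115 and 61 (65.3% higher), 2.04, -2.06 and 0.607. Plain background subtraction, a change of the background step alone, gave 104 and 50 at the thresholds of Table S2, against 8 and 22 in the main fit. That difference follows from this step. At an adjusted p of 0.05 in limma plain subtraction gave 0 and 0. Net ratios without normalization, chosen after the data were seen, gave 2474 and 437, 229 and 63 (78.4% higher), 2.22 and -1.89, and moved the median of all probes by 0.12. All the other settings gave 0 and 0 at an adjusted p of 0.05 in limma, with 3497 to 5086 higher and 2485 to 3888 lower probes at an unadjusted p under 0.05. Median foreground, print-tip loess, median centring and net ratios without normalization each called 3 lists. Leaving out failed PCR wells, chosen after the data were seen, called 2. An estimated correlation and fry called 0, tests that with 2 arrays have too few residual degrees of freedom to decide. Leaving out the genes of Table S2, chosen after the data were seen, called 1. The TGF-beta, YAP and SRF list was called by camera at the preset correlation in each refit. Against 10000 random lists of matched intensity its median stood at percentile 0, that of G2/M and mitosis at 0.28 and that of the lung secretory markers at 99.8. The first of these includes the 5 genes of Table S2, which had been read when the lists were set. Random lists need not hold genes that move together, so these percentiles can overstate how unusual a list is.

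Some values near 0 changed sign, none of them past a threshold. COL1A2 went to -0.069 with plain subtraction, -0.075 with median foreground, -0.15 with median centring, -0.084 with scaling between arrays, -0.53 with deposited and -0.35 with scanner ratios. SPARC went to -0.037 with plain subtraction, -0.032 with print-tip loess, -0.15 with median centring, -0.070 with scaling between arrays, -0.21 with deposited and -0.29 with scanner ratios. ZBTB7A went to -0.0245 with print-tip loess, -0.039 with median centring, -0.20 with deposited and -0.12 with scanner ratios, and SRF to -0.016, -0.042 and -0.094 with the last 3. By the direction of its test, the interferon list turned with median foreground (median -0.058), median centring (-0.067), the filter at 2.5 times background (-0.020), net ratios (0.023) and without CGAP plates (-0.041). The S phase list turned with median centring (-0.049) and net ratios (0.0445), the nuclear receptor list with median centring (-0.078), net ratios (-0.0072) and without CGAP plates (-0.063), the adipocyte list with median centring (-0.034), net ratios (0.040) and fry (0.027), and the osteoblast list without failed PCR wells (0.023). Of the other values for single genes, 77 passed the threshold in the same direction and 907 were counted as unchanged. The 907 include values of a single array, which had no test and were counted so whatever their sign. COL1A2, at -3.23 and 3.33 on the arrays, is among them.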

Differences from the paper's values

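Of 15 log2 ratios set beside those of Table S2, 4 lay within the replicate SD and 11 did not (0 within it on replicate 1 alone and 7 on replicate 2 alone), and both counts at the thresholds of the table differed. This SD comes from 2 arrays and was 0.0115 for RET and 1.25 for SERPINI1, so the verdict depends on how closely the arrays happened to lie. SERPINI1, at 2.79 against the paper's 3.594, counted as within it, whereas LRRC15 lay nearer to the paper's value and did not. For CDK6 the value of the clone in the table was -1.54 and the paper's is -2.217, for RET 1.89 against the paper's 3.036 and for SLAIN1 1.29 against the paper's 2.946. None of the alternatives set before the data were examined came within the replicate SD of the paper's values for these 3. With the background step alone changed to plain subtraction, CDK6 went to -2.47, RET to 2.83 and SLAIN1 to 2.64, nearer to the paper's values for all 3. Much of these gaps thus follows from that step. The fitted value of SLAIN1 and that of GALNT12 below rest on a Saos-2 channel not well above background, so that only bounds are given (at least 2.43-fold and at least 1.73-fold higher). These leave out the error of the ratio, and the paper's higher values do not contradict them. For COL4A1 it was 0.87 against the paper's 3.361 and for MIB2 0.78 against the paper's 2.812, and no setting came within it. Both values average 2 spots of 1 clone (for COL4A1 on replicate 2 only, since 1 spot was marked as unusable on replicate 1), and the net ratio of 1 of the spots equals the paper's value, 3.36 and 2.81, where the other spot was at -0.05 and 0.10. GALNT12 was at 0.98 against the paper's 3.105, and of the alternatives set before the data were examined the deposited log2 ratios alone came within it. CLIC5 was at 2.20 against the paper's 2.887, and plain background subtraction and the deposited ratios came within it, the other alternatives set before the data were examined not. NNMT was at -3.71 against the paper's -4.602 and CFI at -2.44 against the paper's -3.027, and plain subtraction, the deposited ratios, the scanner software's ratios and replicate 2 alone came within it. For LRRC15, at -3.87 against the paper's -4.387, median centring did so too. CAV1 was at -2.53 against the paper's -3.251, and of those alternatives plain subtraction alone came within it.

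At the thresholds of the table, 8 probes were higher and 22 lower, where the paper lists 101 and 62 entries. The units differ, since 6 of the 8 and 19 of the 22 probes have a gene name and some genes are counted by several clones. Plain background subtraction gave 104 and 50, the deposited ratios 139 and 70 and the scanner software's ratios 115 and 61, each within 1.5 times the paper's counts, and the other alternatives set before the data were examined did not. Of the 163 entries, 20 reached the thresholds, 64 with plain subtraction, 80 with the deposited ratios and 70 with the scanner software's ratios. Net ratios without normalization, chosen after the values were seen, left only COL4A1 and MIB2 of the 15 log2 ratios apart from the paper's, since 2 spots were averaged for each, and gave 229 higher and 63 lower probes, and with them 130 of the 163 entries reached the thresholds and 33 were dropped. All 163 log2 ratios of the table equal such a ratio of 1 spot within 0.006, where the nearest spot was taken for a GenBank number on several spots. CDKN1A, which the table lists, stayed just below the log2 threshold of 2, and reached it by its brighter clone with plain subtraction (2.22), print-tip loess (2.01), deposited ratios (2.01), scanner ratios (2.04) and net ratios (2.22). By the clone of the table CDKN1A reached it with plain subtraction (2.30), deposited (2.21), scanner (2.17) and net ratios (2.34), but not with print-tip loess (1.97). CDK6 reached it by the clone of the table with plain subtraction (-2.47), deposited (-2.49), scanner (-2.39) and net ratios (-2.22), and by its brightest clone with deposited (-2.12) and scanner (-2.06) ratios only.

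The table lists NQO1 as higher, and its tested probe was at -0.88, while 126 of the 127 tested entries had the table's sign.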

Other observations

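The tests of the differences between the arrays, and that of entries of Table S2 on usable spots, were chosen after the result was seen.

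Several genes outside the cell cycle lists had large ratios on both arrays. Of 11 measured lung secretory markers, 3 rose when adjusted over the list alone and none passed over all probes (limma; 4 higher and 0 lower at an unadjusted p under 0.05), with SFTPD, a surfactant protein, at 1.51, SCGB3A2 at 1.17 and ABCA3 at 1.08. SFTPD and SCGB3A2 are entries of Table S2, drawn from the same arrays, and without the genes of the table, a setting chosen after the data were seen, the median was 0.13 (camera, adjusted p = 0.608). The median of the list was 0.34 (camera, adjusted p = 0.0622), 6 of its 11 members, SFTPD and SCGB3A2 among them, lie on the CGAP plates, and without these plates, a setting chosen after the data were seen, the median of the list was 0.0081 (camera, adjusted p = 0.653). The list passed with median foreground (0.0361), print-tip loess (0.0258), median centring (0.0418), net ratios without normalization (0.0149) and without failed PCR wells (0.00542), the highest value over all settings being 0.967 with an estimated correlation. So few arrays leave that last test almost no way to pass. Of 23 neuronal markers, NPTX2 and BEX2, at 1.71, rose over the list alone and none passed over all probes (limma; 6 higher and 2 lower at an unadjusted p under 0.05; median 0.07, camera adjusted p = 0.611). Both are entries of Table S2, so this is not independent evidence, and without the genes of the table none passed over the list (limma). Of 23 nuclear receptors, RARG, at 0.96, and RARB, at 0.69, rose and ESR1, at -0.90, and PPARA, at -0.67, fell over the list alone, with none over all probes (limma; 3 higher and 2 lower at an unadjusted p under 0.05). These are values of the brightest clone, and 1 of the 2 ESR1 clones and 3 of the 7 PPARA clones had the opposite sign. The median was -0.03 and the mean 0.01 (camera, adjusted p = 0.947). Of 19 genes of type IV collagens and the basement membrane, NPNT rose by 1.19 over the list alone and none passed over all probes (limma; 2 higher and 0 lower at an unadjusted p under 0.05; median 0.16, camera adjusted p = 0.348). NPNT is an entry of the table too, and without its genes none passed over the list (limma).

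In the interferon list GBP1, at -0.88, fell over the list alone among 25 genes and none passed over all probes (limma; 3 higher and 2 lower at an unadjusted p under 0.05; median -0.04, mean 0.04, camera adjusted p = 0.895). Among 13 adipocyte markers LPL, at -0.95, fell and CD36, at 0.59, rose over the list alone, with none over all probes (limma; 1 higher and 1 lower at an unadjusted p under 0.05; median 0.03, mean -0.02, camera adjusted p = 0.895). No member passed in limma, over all probes or over the list, among 23 regulators of DNA methylation and histone acetylation (5 higher and 2 lower at an unadjusted p under 0.05; median 0.06, camera adjusted p = 0.617), 21 epithelial markers (1 and 3; median -0.05, camera adjusted p = 0.830), 23 blood cell markers (2 and 2; median 0.02, camera adjusted p = 0.947) or 14 reference genes (0 and 2; median -0.12, camera adjusted p = 0.780). Of other genes the paper names, DMAP1 was at 0.34 (adjusted p = 0.182, limma), LRSAM1 at 0.37, with 0.18 and 0.57 on the arrays (adjusted p = 0.235, limma), NPM1 at -0.12, with 0.066 and -0.31 on the arrays (adjusted p = 0.626, limma) and ZBTB7A at 0.09 (adjusted p = 0.630, limma), a value below 0 with print-tip loess, median centring and the deposited or scanner ratios.

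Some bone matrix genes, picked after their values were seen, had opposite ratios on the arrays. COL1A2, a chain of type I collagen, was at -3.23 on replicate 1 and 3.33 on replicate 2, SPARC, which encodes osteonectin, at -2.22 and 2.27, SPP1, which encodes osteopontin, at -0.91 and 4.20, and LUM, the matrix proteoglycan lumican, at -3.35 and 1.42. Others had 1 sign on both, such as IBSP, which encodes bone sialoprotein, at -1.67 and -0.51, and ALPL, the alkaline phosphatase of bone, at -1.71 and -0.13. Of 16 osteoblast markers, TNFRSF11B, at -1.47, fell over the list alone and none passed over all probes (limma; 2 higher and 2 lower at an unadjusted p under 0.05; median 0.00, camera adjusted p = 0.895). Of 24 fibrillar matrix genes, FBN1, at -1.79 by its brightest clone (1 of its 4 clones had the opposite sign), an entry of Table S2, fell over the list alone and none passed over all probes (limma; 2 higher and 4 lower at an unadjusted p under 0.05; median -0.11, camera adjusted p = 0.770).

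Over all probes, 28 were at least 2-fold lower on replicate 1 and 2-fold higher on replicate 2, and 16 the other way. Noise of single spots is argued against, since the difference between the arrays correlated across 5640 genes between 2 clones of a gene at r = 0.596. A wider spread on 1 array is argued against by a ratio of the SDs of 1.09, and an exchange of the channels of an array by the r of 0.489 between the arrays. A difference between the cultures or RNA preparations of the replicates stays open, and no biological explanation was tested.

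Entries of Table S2 that rest on spots marked as unusable may reflect ratios of a few intensity units over the background. Other probes of the same genes on usable spots (37 probes of 23 genes) had a median log2 ratio, turned to the sign of the table, of -0.021 (quartiles -0.19 and 0.20), against 0.22 for the other probes of entries on usable spots (129 probes of 74 genes, quartiles -0.03 and 0.85). These values go with that explanation for the 23 genes with such a probe, but separate it weakly, since the median of the comparison was low too. The sets also differ in kind: the first can hold other spots of the table's own clone, which the comparison leaves out. No biological explanation was tested for these entries.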
